A study of Mus musculus with 5 samples.

How the data were processed

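The data comprised 5 mouse kidney samples: 4 droplet libraries with UMIs and 1 Smart-seq2 sample of 8 plates with 96 wells each, every library pooled from 3 mice, per the labels and the series' design text. Kidneys were digested on ice and live cells were sorted with a viability dye before droplet 3′ library preparation, per the labels' protocols. The text given for the Smart-seq2 sample repeats the droplet workflow, so the preparation of its wells is not stated. The authors deposited raw UMI counts per gene and cell for the droplet libraries, which the values bear out as whole numbers with unequal totals. Aligner, counting program, genome build and cell calling of those files are not stated. The Smart-seq2 table holds raw read counts per gene and well as deposited by the authors, made with featureCounts according to its name alone, without a stated version or build. It has spike-in and EGFP entries beside 51912 genes, and its reads carry no molecular identifiers, so its counts are not independent molecules. The droplet files list 28692 gene identifiers with 28625 symbols, identical in all 4 libraries. Samples were grouped by the condition given in the labels.

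Droplet cells with at least 200 genes and at most 50% mitochondrial UMIs were kept. Under 200 genes were 398 sham, 60 day 2, 3 day 7 and 45 reversed cells, and 1607, 472, 54 and 414 further cells exceeded 50% mitochondrial UMIs. Doublet scores were computed with Scrublet in scanpy 1.11.5, and the highest scores were removed at 0.8% per 1000 deposited cells, which took out 187, 48, 160 and 96 cells. The automatic Scrublet threshold marked 4 of the sham cells and so had not worked there. Cells of the 4 libraries were clustered together without batch correction, because library and time point coincide. Counts were scaled to 10000 per cell and log-transformed, 2000 variable genes and 30 principal components were used, and a shared-neighbour graph of 15 neighbours was clustered with the Leiden method (leidenalg 0.10.2, igraph 0.11.9) at resolution 1. This gave 36 clusters, 2 of them unnamed, and 17 phagocyte clusters, 3 of them unnamed. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, matplotlib 3.10.9, edgeR 4.0.16 (TMM factors) and DESeq2 1.42.0 (median-of-ratios size factors).

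The filters, clustering settings, comparisons, marker genes, gene lists, rule for named genes and all but the added alternatives were fixed before the data were examined. The details of the rule that turns markers into cluster names were set and revised after clusters had been seen. In its final form a class was a candidate if at least 3 of its markers were detected, with a share of them found in many cells (50% of markers for classes, 40% for subclasses). A cluster stayed unnamed where its top 10 genes by fold held more markers of another class, where too few of its markers were widely detected, or where its cells were shallower than the library median divided by 3 with no own marker among those genes. Tubule classes could exchange names by their top genes, and this revision decided both clusters named injured tubule, which scored best as loop of Henle and as proximal tubule. Other revisions counted subclass markers as phagocyte markers and required widely detected markers. Among clusters kept in the macrophage class, some were led by immediate-early genes (Egr1, Fos, Atf3), interferon genes (Cxcl9, Rsad2, Cxcl10) or cell cycle genes (Top2a, Mki67), and a type 2 dendritic cluster was led by cell cycle genes. A version that ignored possible free-RNA genes kept the name of a macrophage cluster led by tubule genes. It was rejected as the main rule and is reported as an alternative chosen after seeing the data. Under the rule used, unnamed phagocyte clusters held up to 45.6% of the phagocytes of a library.

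Counts were summed per library and class and expressed as CPM. Ratios are log2 of CPM with a pseudocount of 1 CPM, which understates changes of low genes, and their intervals are exact conditional binomial intervals at 95% on the same scale. Shares carry exact Clopper-Pearson intervals. A count of 0 UMIs was given a floor of 3 counts per library, and folds against 0 were computed against that floor. Exact intervals can reach below these folds: for Ccl17 in phagocytes on day 2 against sham, the interval began at 4.93 and the floor gave 5.32 (log2). Comparisons were day 2 against sham, day 7 against day 2, reversed against day 7 and reversed against sham. Reversed against day 2, used for the dissociation list alone, the injury list within proximal tubule cells and Spp1 by phagocyte cluster were added after the data had been seen. With 1 library per group no test was run, and no p-values or counts of changed genes are given. Genes are named if they belong to the fixed lists, or if they are among the 5 largest increases or 5 largest decreases of a comparison in phagocytes, proximal tubule or endothelium. For the latter, at least 30 summed UMIs, 50 CPM in the higher library and 30 cells per library were required, leaving out class markers, mitochondrial, ribosomal, haemoglobin and predicted genes, and genes over 10 times higher in another class. A gene that met this rule is not reported here. AY036118, Igkc, Wt1, Ncam1 and EGFP were looked at across classes, libraries or wells after their values were seen. The lists were phagocyte focus genes, inflammatory mediators, matrix and repair, interferon response, glycolysis, tubule injury, proximal tubule function, dissociation response, cell cycle and sex-linked genes. The focus list shares members with the inflammatory and matrix lists, and the cell cycle gene Pclaf was absent under that symbol. List medians were placed among 10000 random lists matched in 25 expression bins, with intervals from 1000 Poisson draws. Cycling cells had at least 2 UMIs of the cell cycle list after thinning each cell to 1000 UMIs. Free RNA was estimated per class and library as the share of the whole-library profile that brings markers of other classes to 0, and was 19.1%, 18.8%, 28.0% and 20.0% in phagocytes of sham, day 2, day 7 and reversed UUO. That profile was the sum of the kept cells, and negative values after its subtraction were set to 0. A log2 ratio of 0 after the subtraction therefore means that nothing was left in both libraries, and does not show equal levels.

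The ratio and list steps were tested on simulated data for day 7 against day 2 phagocytes over 11685 genes, 200 of them changed. The intervals covered 95.7% of true ratios, all of the 100 largest simulated ratios were changed genes, and 4.30% of unchanged genes had intervals excluding 0. The simulated sums were independent Poisson draws without spread between cells, which is the model the intervals assume. Their coverage therefore checks the calculation only, and says nothing of genes whose UMIs are concentrated in few cells. A list of raised genes lay at percentile 100 of random lists and a list of unchanged genes at percentile 88.2. A percentile of the latter size can therefore arise without a change. Positions come from the GENCODE annotation of GRCm38 by gene identifier (226 of 227 genes found), while the authors' build is not stated. Smart-seq2 wells with at least 20000 reads and 1000 genes were clustered in the same way.

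Alternatives covered cluster resolution (0.5 and 2), the mitochondrial limit (20% or none), a minimum of 500 genes, doublet handling, clustering each library by itself, calling cells alone, clustering without list genes, TMM and median-of-ratios scaling, free-RNA subtraction, equal weight per cell, thinning to 1000 or 500 UMIs, a pseudocount of 10 CPM, a minimum of 10 UMIs for list genes, cell cycle minimums of 1 and 3 UMIs, and looser or stricter well filters. The alternatives run on endothelial genes were added after the data had been seen.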

Results

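Single-cell RNA profiles were collected from mouse kidneys in a model of reversible unilateral ureteric obstruction (UUO), in which the ureter of 1 kidney is blocked and the blockage can later be removed. There were 4 droplet libraries with unique molecular identifiers (UMIs): sham surgery (day 0), UUO day 2, UUO day 7, and reversed UUO, taken 7 days after reversal on experimental day 14. Each library pooled 3 mice and was the only library of its time point. There are therefore no replicates, no test between time points was possible, and all intervals below cover counting error only. Another sample consisted of 768 wells on 8 plates, prepared by the full-length Smart-seq2 method with all time points mixed, and it is described separately. The droplet matrices held 5938 cells and 18649637 UMIs for sham, 2739 cells and 19689924 UMIs for day 2, 4504 cells and 30462683 UMIs for day 7, and 3695 cells and 22943957 UMIs for reversed UUO. Median UMIs per cell were 2480.5, 5592, 5668 and 4709 in the same order, so the sham library was the shallowest per cell. The median share of mitochondrial UMIs was 40.6% in sham, 16.2% on day 2, 3.0% on day 7 and 14.0% after reversal. After filtering, 3746, 2159, 4287 and 3140 cells were kept.

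The first comparison asked how the composition of the kidney cell suspension differed between the time points. Class names below mean cells whose clusters resemble that class by markers fixed beforehand. Proximal tubule-like cells made up 80.4% of kept sham cells (3010 cells, 95% exact binomial interval 79.0 to 81.6%), 23.7% on day 2 (21.9 to 25.6%), 3.83% on day 7 (3.27 to 4.44%) and 33.7% after reversal (32.0 to 35.4%). All tubule epithelial classes together made up 90.5%, 57.7%, 20.6% and 52.7% of kept cells in the same order. Mononuclear phagocyte-like cells made up 1.82% of sham cells (68 cells, 1.41 to 2.30%), 25.2% on day 2 (544 cells, 23.4 to 27.1%), 54.8% on day 7 (2350 cells, 53.3 to 56.3%) and 20.1% after reversal (632 cells, 18.7 to 21.6%). Differences between adjacent time points in these shares exceeded counting error, and the spread between animals is unknown. The alternative that moved this family most was a limit of 20% mitochondrial UMIs per cell: under it the proximal tubule share of sham cells was 34.4% and the phagocyte share 9.89%. T cell-like cells made up 0.641%, 5.23%, 7.67% and 8.47%, and endothelial-like cells 5.77%, 6.81%, 11.0% and 11.3%. With the limit of 20% mitochondrial UMIs the endothelial shares were 32.6%, 9.99%, 11.6% and 17.5%, so sham was then the highest and no direction is given for this class. Cells of clusters named injured tubule made up 0.107%, 12.9%, 4.99% and 4.78%. Fibroblast or mural-like cells made up 0.214%, 0.834%, 1.91% and 2.71%. No cluster was named podocyte, urothelium, plasma cell or mast cell, which does not bound the share of such cells. Unnamed clusters held 0.828%, 1.20%, 0.583% and 2.74% of kept cells, and those of the reversed library all fell in a cluster led by genes such as Ncam1 and Wt1.

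**Figure D1:**
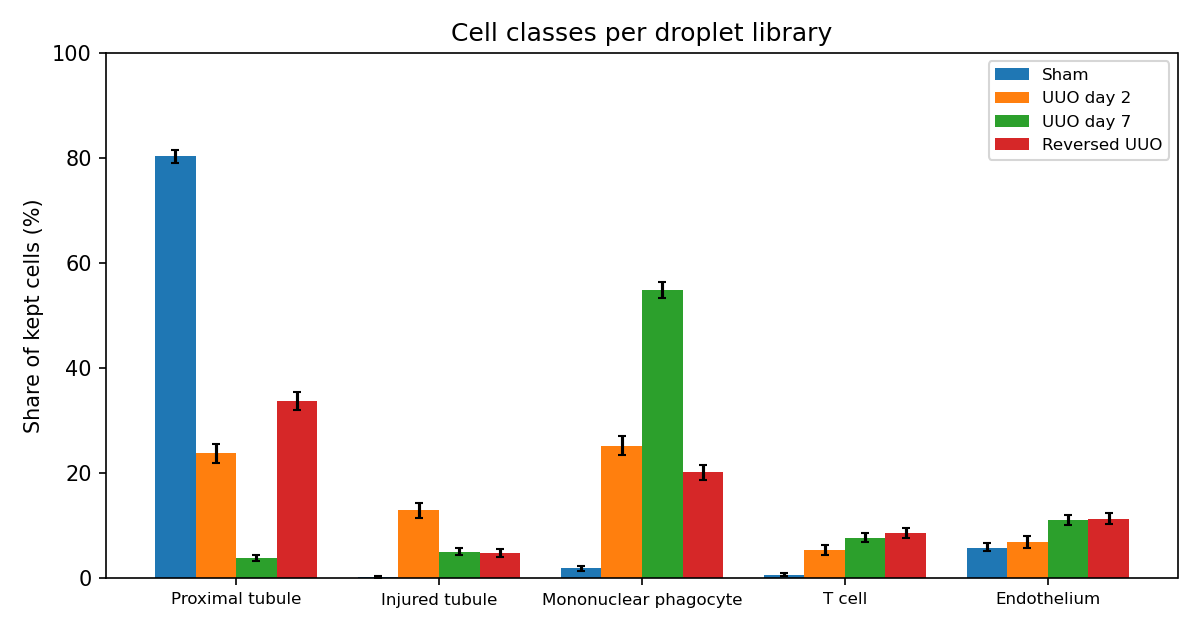
Share of kept cells (percent, vertical axis) in 5 cell classes, with a bar per droplet library (sham, UUO day 2, UUO day 7, reversed UUO) and exact 95% binomial intervals that cover counting error only. The phagocyte share was 1.82% in sham and 54.8% on day 7, while the proximal tubule share was 80.4% and 3.83%.

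Because shares of all cells depend on how many tubule cells were recovered, immune classes were also expressed per immune cell. Mononuclear phagocytes were 70.1% of 97 immune cells in sham (60.0 to 79.0%), 75.6% of 720 on day 2 (72.2 to 78.7%), 83.5% of 2814 on day 7 (82.1 to 84.9%) and 66.4% of 952 after reversal (63.3 to 69.4%). The sham interval overlapped those of day 2 and of reversed UUO, so those differences were not detectable at this depth. T cells were 24.7%, 15.7%, 11.7% and 27.9% of immune cells. Neutrophils were 0 of 97 immune cells in sham, which allows a share of up to 3.73%, and 2.92%, 2.17% and 2.63% at the other time points.

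Within the phagocytes, clusters were named again by subclass markers. The share of Ly6c2-high monocyte-like cells was 7.35% in sham (5 of 68 cells, 2.43 to 16.3%), 16.5% on day 2 (13.5 to 19.9%), 5.11% on day 7 (4.25 to 6.08%) and 3.80% after reversal (2.45 to 5.60%). Calling each cell alone by its markers, which leaves no cell unnamed, gave a Ly6c2-high share of 36.6% on day 2 in place of 16.5%. Ace-positive monocyte-like cells made up 13.2% of sham phagocytes (9 cells, 6.23 to 23.6%), 2.57% on day 2, 0.511% on day 7 and 1.11% after reversal. Type 1 conventional dendritic-like cells made up 2.94%, 4.41%, 4.72% and 9.97%, and the reversed value (7.75 to 12.6%) lay above the day 7 interval (3.90 to 5.66%). Type 2 conventional dendritic-like cells made up 26.5%, 18.8%, 11.4% and 11.7%. Ccr7-positive dendritic-like cells were 0 of 68 in sham, which allows up to 5.28%, and 0.735%, 2.81% and 3.32% thereafter. Plasmacytoid dendritic-like cells made up 1.47%, 0.919% and 0.723%, and 0 of 632 after reversal, which allows up to 0.582%. Unnamed phagocyte clusters held 45.6% of phagocytes in sham, 39.5% on day 2, 10.6% on day 7 and 41.6% after reversal. The largest move of this family was in these cells, from 45.6% of sham phagocytes to 0 when each cell was called alone or when possible free-RNA genes were left out of the naming. With that many cells unnamed, the macrophage-like share was not compared between time points.

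The next comparison asked which transcripts differed in phagocytes on day 2 of obstruction against sham. Genes were named by a rule of effect size or came from lists fixed beforehand, and positions are whole-gene coordinates of the mouse build GRCm38 (GENCODE annotation, 1-based). The phagocyte sums behind these ratios were 257239 UMIs in sham, 6070631 on day 2, 16526454 on day 7 and 5006122 after reversal. The 5 largest increases by the rule were genes with 0 UMIs in sham phagocytes, where 3 UMIs correspond to 11.7 CPM (counts scaled to the same total in each library). Ccl17 (ENSMUSG00000031780, chromosome 8, 94810453 to 94812036, protein-coding) reached 466 CPM on day 2, at least 39.96-fold higher than that floor. Ccl7 was at least 29.4-fold, Ifitm1 at least 22.0-fold, 2810417H13Rik (named Pclaf in the annotation) at least 18.3-fold and Arg1 at least 16.6-fold higher. Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484, protein-coding) had 0 UMIs in sham, 1172 on day 2 (193 CPM), 390 on day 7 (23.6 CPM) and 152 after reversal (30.4 CPM). The largest decreases included Ttr, Acy3, Slc22a12 and Akr1c21, between -4.14 and -3.47 on the log2 scale. Ttr, Slc22a12 and Akr1c21 had a log2 ratio of 0 once an estimated free-RNA profile was subtracted, because nothing of them was left in both libraries. Acy3 was then at -4.75. Subtracting free RNA was also the alternative that moved single phagocyte genes most, with Ly6a between reversed UUO and day 7 at -7.24 in place of -1.08.

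At equal depth of 1000 UMIs per cell, 7.35% of day 2 phagocytes held an Arg1 UMI (5.30 to 9.88%; 14.3% without thinning). Among day 2 endothelial cells, a class that should lack Arg1, 0 of 147 did (1.36% without thinning). The count of 0 allows up to 2.48%. Median depths were 10051.5 UMIs in the phagocytes and 3638 in the endothelial cells. For Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050, protein-coding) the shares were 88.6% of day 2 phagocytes and 86.4% of day 2 endothelial cells (79.8 to 91.5%), both too near 100% to compare levels. Summed over cells, Spp1 was at 2121 CPM in day 2 phagocytes outside an unnamed cluster led by Arg1, 2228 CPM in endothelium, 2289 CPM in T cells and 4635 CPM in that cluster (interval from resampled cells 3716 to 5672). The summed Spp1 level in phagocytes was 113 CPM in sham, 3110 CPM on day 2, 1159 CPM on day 7 and 915 CPM after reversal. Its log2 ratio was 0 in all 4 comparisons after the free-RNA subtraction, because the subtraction left no Spp1 in any library. That result does not show equal levels. Apoe UMIs were also found in 40.8% of day 2 and 88.8% of day 7 endothelial cells, against 61.2% and 95.8% of phagocytes, with day 7 median depths of 3441.5 and 6547 UMIs.

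Between day 7 and day 2, phagocyte Retnla rose by 5.06 on the log2 scale (4.42 to 5.63; 76.5 against 1.32 CPM; ENSMUSG00000061100, chromosome 16, 48842551 to 48844461, protein-coding), followed by Ccl8 (4.50), Iigp1 (3.64), Igkc (3.30) and Tmcc3 (2.89). The largest decreases were Ccl24 (-4.39, -4.73 to -4.05), Arg1 (-2.98, -3.14 to -2.82), Ecm1 (-2.41), Clec4e (-2.15) and Plp2 (-2.11). Among the focus genes, Apoe was higher on day 7 by 1.95 (13232 against 3414 CPM), Mrc1 by 1.50 (245 against 86.2 CPM) and Ear2 was at 209 against 36.1 CPM, while Ccl2 was lower at -1.43 and Fn1 at -1.47. Retnla, Ear2 and Mmp12 are among the leading genes of a phagocyte cluster with 0 sham, 1 day 2, 172 day 7 and 62 reversed cells. Arg1, Ecm1 and Clec4e are among those of another, with 0, 211, 49 and 12 cells. Iigp1 is among those of a cluster with 2, 3, 160 and 15 cells. For these genes, changes within cells and changes in the mix of clusters cannot be told apart, here and in the next comparison.

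Between reversed UUO and day 7, the largest phagocyte increases were Lyz1 (2.49, 2.33 to 2.64; 173 against 30.01 CPM; ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, protein-coding), Retnla (1.65), AY036118 (1.49; higher after reversal than on day 7 in all 4 separate classes looked at), Phlda1 (1.38) and Egr1 (1.24). The largest decreases were Saa3 (-2.29, -2.63 to -1.96), Ccl12 (-1.12), Ly6a (-1.08), Irf7 (-1.02) and Iigp1 (33.0 against 67.0 CPM). Mmp12 (ENSMUSG00000049723, chromosome 9, 7344381 to 7369499, protein-coding) stood at 113 CPM in sham, 101 on day 2, 187 on day 7 and 435 after reversal, a log2 ratio of 1.22 for reversed over day 7 (1.14 to 1.29). Gpnmb (ENSMUSG00000029816, chromosome 6, 49036546 to 49070929, protein-coding) was at 3.69 CPM on day 7 and 38.4 CPM after reversal, a log2 ratio of 3.07 (2.71 to 3.43). At equal depth 1.11% of reversed phagocytes (0.446 to 2.27%; 3.01% without thinning) and 0.282% of reversed endothelial cells (0.00720 to 1.56%) held a Gpnmb UMI, at median depths of 6833.5 and 3736 UMIs. On day 7, 0.468% of phagocytes did (0.234 to 0.836%), and these intervals overlapped. When each cell counted equally, Gpnmb was at 2.31, Lyz1 at 2.22, Mmp12 at 0.99 and Retnla at 0.86, each below its interval. AY036118, Phlda1 and Egr1 stayed within theirs. The Arg1 ratio of 0.35 (0.08 to 0.62) changed sign when each cell counted equally (-0.44) or was thinned to equal depth (-0.32), so no direction is given.

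Reversed UUO was also set against sham, to ask which differences were present 7 days after reversal. With 0 UMIs in sham phagocytes, Ccl17 was at least 41.8-fold, Retnla at least 20.7-fold, Ccl7 at least 14.1-fold, Fosb at least 8.14-fold and 2810417H13Rik at least 4.37-fold higher. Tppp3 (-3.39), Cd7 (-2.76), Gpr141 (-2.67), Mmp13 (-2.63) and Slpi (-2.55) were the largest decreases, each resting on 13 to 29 sham UMIs. Of the 22 focus genes, 6 had 0 UMIs in sham and could only come out higher. Ccr2 (-0.21, -0.42 to 0.013) and Cd163 (-0.29, on 1 sham UMI) were lower, with intervals that included 0.

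Lists of genes fixed beforehand were summarised as the median log2 ratio, with its percentile among 10000 random lists of matched expression. Trimmed-mean (TMM) scaling in place of total UMIs shifts phagocyte log2 CPM ratios, before the pseudocount, by -0.11 for reversed against day 7 and by less than that in the other comparisons. Genes near the pseudocount shift by other amounts. Medians for phagocytes are given for day 2 against sham, day 7 against day 2, reversed against day 7 and reversed against sham. The inflammatory mediators (13 genes) had medians of 1.88 (1.48 to 2.54, percentile 100), -0.52 (-0.66 to -0.43, percentile 0.16), 0.52 (0.48 to 0.62, percentile 100; 0.41 with TMM) and 1.65 (1.38 to 2.28, percentile 100). The interferon response (16 genes) had medians of -1.10 (-1.25 to -0.78, percentile 0), 1.52 (1.37 to 1.61, percentile 100), -0.67 (-0.74 to -0.58, percentile 0; -0.78 with TMM) and -0.31 (-0.47 to 0.011, percentile 3.42). All 16 of its genes were higher on day 7 than on day 2, and all 16 were lower after reversal than on day 7. A phagocyte cluster led by interferon genes held 2 sham, 3 day 2, 160 day 7 and 15 reversed cells. These medians may therefore reflect the mix of clusters as well as changes within cells. The matrix and repair list (18 genes) had medians of 1.23 (0.75 to 1.55), 0.029 (-0.29 to 0.098), 0.36 (0.29 to 0.44; 0.25 with TMM) and 1.91 (1.47 to 2.19). The glycolysis list (14 genes) had medians of 0.94, -0.78, 0.020 (-0.036 to 0.069; -0.089 with TMM) and 0.14 (-0.039 to 0.35). The focus genes had medians of 0.70 (0.58 to 1.54), 0.27 (0.14 to 0.59), 0.21 (0.11 to 0.31; 0.11 with TMM) and 1.27 (1.23 to 1.72). With genes at 0 UMIs set to their bound and no pseudocount, the medians against sham were 1.31 and 1.35 for the inflammatory mediators, 0.61 and 1.22 for matrix and repair, and 0.54 and 1.09 for the focus genes. The largest move of this family came from a pseudocount of 10 CPM, under which the tubule injury median of reversed UUO against sham was 1.59 in place of 2.74.

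**Figure D2:**
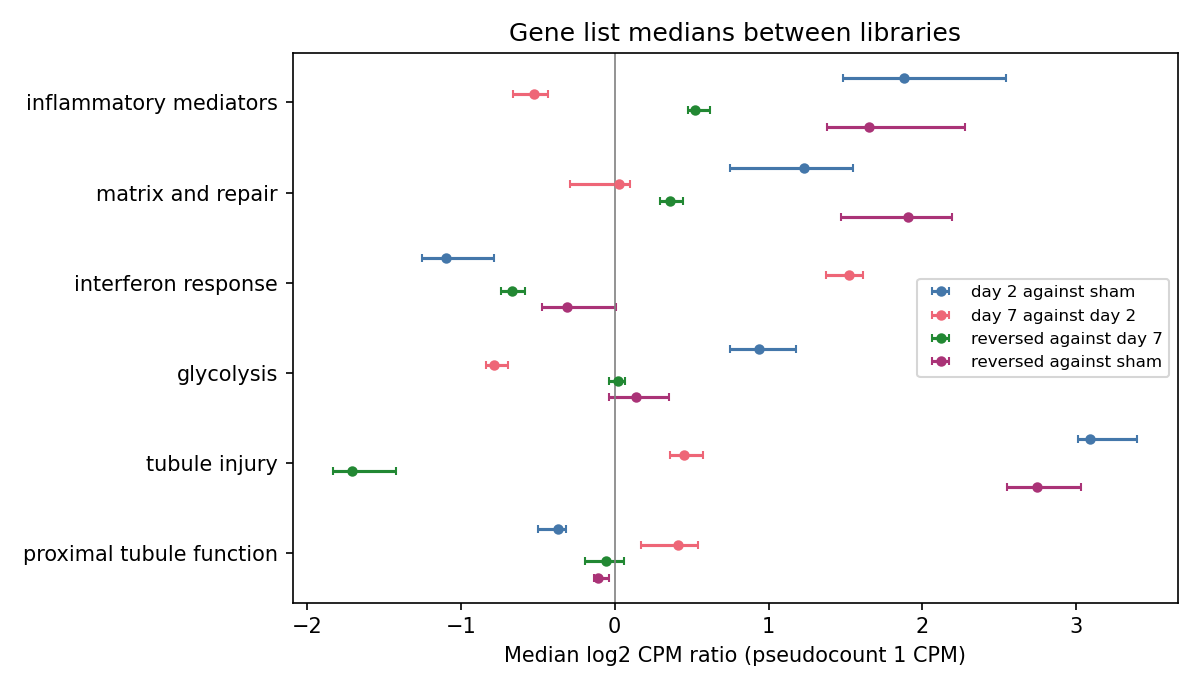
Median log2 CPM ratio (horizontal axis, pseudocount 1 CPM) of 6 gene lists in 4 comparisons between libraries, with bars for the 95% interval from Poisson resampling of the counts. Phagocyte lists are inflammatory mediators, matrix and repair, interferon response and glycolysis, with tubule injury in all tubule cells and proximal tubule function in proximal tubule cells. The interferon median was 1.52 for day 7 against day 2 and -0.67 for reversed against day 7.

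To ask whether phagocytes were dividing, cells with at least 2 UMIs of the cell cycle list were counted at equal depth. In sham 0 of 68 phagocytes passed, which allows up to 5.28%. The shares were 18.0% on day 2 (14.9 to 21.5%), 7.49% on day 7 (6.46 to 8.63%) and 6.33% after reversal (4.56 to 8.52%), and without thinning 44.5%, 34.2% and 25%. Leaving out the thinning moved this family most, with cycling tubule cells on day 7 at 30.2% in place of 2.26%. No cell was shallower than 1000 UMIs. In T cells the shares were 4.17% of 24 cells, 5.31%, 13.7% (10.2 to 17.9%) and 4.51% (2.35 to 7.75%). Endothelial shares were 1.85%, 2.04%, 2.12% and 0.848%, with overlapping intervals, while the median of the cell cycle list in endothelium for reversed against day 7 was -1.74 (-2.26 to -1.39; -2.09 with genes at 0 set to their bound), with all 17 genes lower. Proximal tubule shares were 0.199% (0.0732 to 0.433%), 3.71% (2.25 to 5.73%), 1.83% and 2.36% (1.53 to 3.47%). The median of the cell cycle list itself in phagocytes was -1.02 for day 7 against day 2 and -0.54 for reversed against day 7, and against sham it was 2.67 on day 2 and 1.23 after reversal with genes at 0 set to their bound.

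In the tubule, the comparison asked how injury transcripts differed between the time points. TMM factors shift tubule log2 CPM ratios, before the pseudocount, by -0.51 for day 2 against sham, -0.35 for day 7 against day 2, 0.34 for reversed against day 7 and -0.52 for reversed against sham, and the medians with those factors are given beside the main ones. The tubule injury list (17 genes, 10 of them also markers used to name injured tubule clusters) had medians in all tubule cells of 3.09 (3.01 to 3.40; 2.86 with TMM), 0.45 (0.36 to 0.58; 0.11 with TMM), -1.71 (-1.83 to -1.42; -1.37 with TMM) and 2.74 (2.55 to 3.03; 2.45 with TMM). All 17 genes were higher on day 2 than in sham and lower after reversal than on day 7 in the main scaling. These medians mix changes within cells with changes in the mix of tubule classes, since proximal tubule made up 88.8%, 41.1%, 18.6% and 64.0% of tubule cells in the order of time. Within proximal tubule cells, which leave out the clusters named injured tubule, the medians were 2.97 (2.65 to 3.19), 0.34 (-0.24 to 0.57), -1.34 (-1.61 to -1.09) and 1.43 (1.18 to 1.84). With the gene at 0 UMIs set to its bound and no pseudocount, those against sham were 3.54 and 2.30. Of the 512 day 2 proximal tubule cells, 447 fell in 1 cluster led by Fgg, Fga and Fgb, against 2 of 3010 in sham. For day 2 against sham, a change within cells therefore cannot be told apart from a change in the mix of proximal tubule clusters. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, protein-coding) stood at 3.80 CPM in sham, 1758 on day 2, 1304 on day 7 and 304 after reversal. Havcr1 (ENSMUSG00000040405, chromosome 11, 46735080 to 46779578, protein-coding) had 2 UMIs in sham (0.177 CPM) and stood at 85.8 CPM on day 2, 118 on day 7 and 10.5 after reversal. Its log2 ratio for day 2 against sham was 6.20 (5.72 to 6.41), while that for day 7 against day 2 (0.45) changed sign when each cell counted equally and was -1.16 (-1.59 to -0.76) within proximal tubule cells. Subtracting free RNA moved single tubule genes most, with Vim for reversed UUO against sham at 0 in place of 3.70.

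In proximal tubule cells the function list (25 genes, none a class marker) had medians of -0.37 (-0.50 to -0.32; -0.64 with TMM), 0.41 (0.17 to 0.54; 0.19 with TMM), -0.054 (-0.19 to 0.064; 0.14 with TMM) and -0.11 (-0.14 to -0.038; -0.39 with TMM), where the TMM shift before the pseudocount is -0.27, -0.22, 0.21 and -0.28. No direction is given for reversed against day 7, and the day 7 values rest on 164 cells. On day 2 against sham, C3 (6.82, 6.32 to 7.28; ENSMUSG00000024164, chromosome 17, 57203970 to 57228136, protein-coding), Fgg (5.33), Spp1 (5.11), Fgb (5.00) and Fga (4.65) had the largest increases, and Inmt (-4.12), Slc7a13 (-3.67), Cyp2d12 (-2.73), Slco1a1 (-2.71) and G6pc (-2.34) the largest decreases. On day 7 against day 2, Slc7a13 (4.52), Slco1a1 (4.24) and Inmt (3.59) led the increases and S100g (-2.67) the decreases. Slc7a13, Slco1a1 and Inmt are among the leading genes of a proximal tubule cluster with 528 sham, 5 day 2, 52 day 7 and 190 reversed cells. Fgg, Fga, Fgb, C3 and Spp1 are among those of another, with 2, 447, 62 and 43 cells. For these genes, changes within cells and changes in the mix of clusters cannot be told apart. After reversal against day 7, Slc34a3 (3.50, 2.30 to 4.82) led the increases, while Cyp4a14 (-4.07), Serpina10 (-3.44), Fga (-3.42), Ccl12 (-3.24) and Fgg (-3.16) had the largest decreases. For reversed UUO against sham, Igkc (4.32) and AY036118 (2.38) led the increases and Cyp2d12 (-1.59) the decreases.

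Endothelial-like cells were compared on 548314 UMIs in sham, 663759 on day 2, 1968036 on day 7 and 1599900 after reversal. On day 2, Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453, protein-coding) was at least 41.9-fold and AA467197 at least 22.9-fold higher than in sham, where both had 0 UMIs, and Lrg1 rose by 4.25 (3.38 to 5.25). The largest decrease on day 2 was Sost (-3.97, from 34 sham and 2 day 2 UMIs), which was at -4.11 after free RNA was subtracted. The next 4 depended on that subtraction, the alternative that moved this class most: Acy3 (3.36 in place of -3.11), Ttr and Cml1 reversed and Tmem27 was at 0. On day 7 against day 2, H2-DMa rose by 3.08 (2.22 to 4.07). After reversal, Selp rose by 2.36 against day 7 (1.77 to 2.98), Mest was at -1.86, and against sham Calca was at -3.17 (-3.61 to -2.74).

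A list of dissociation-response genes (15 genes) was examined in 4 classes as a check of tissue handling. Its median for reversed UUO against day 7 was 0.62 in phagocytes (0.57 to 0.71), 0.42 in endothelium (0.32 to 0.52), 0.21 in T cells (0.045 to 0.46) and -0.57 in proximal tubule (-0.72 to -0.29). For reversed UUO against day 2 it was 0.54 in phagocytes, 0.83 in endothelium, -0.10 in T cells and 0.49 in proximal tubule. For reversed UUO against sham it was 1.17 in phagocytes (0.85 to 1.39), 1.69 in endothelium (1.44 to 1.87), 2.55 in proximal tubule (2.21 to 2.73) and 0.013 in T cells (-0.34 to 0.47). For day 2 against sham it was 0.32 (percentile 81.8 of random lists), 0.53 (percentile 99.96) and 1.68 (percentile 100) in phagocytes, endothelium and proximal tubule. In T cells it was -0.13 (percentile 72.6). TMM factors shift T cell log2 CPM ratios, before the pseudocount, by 0.46 for day 2 and 0.30 for reversed UUO against sham. These shifts exceed the T cell medians against sham, so no direction is given for them. Of the sex-linked genes, Xist was at most 0.250 CPM and Ddx3y at least 32.2 CPM in every library.

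In the Smart-seq2 sample, 255250520 reads in genes were counted over 768 wells, from 441 to 7854119 per well. At least 20000 reads and 1000 genes were found in 473 wells (61.6%, 58.0 to 65.0%), with medians of 352430 reads and 3535 genes. The alternative that moved this share most was a minimum of 5000 reads and 500 genes (84.2%). Of the kept wells, 450 fell in phagocyte-like clusters (95.1%, 92.8 to 96.9%) and 23 in a cluster that stayed unnamed. In the phagocyte wells Apoe stood at 12426, Spp1 at 1079, Mmp12 at 347 and Arg1 at 133 CPM. Across genes, the Spearman correlation with the droplet phagocyte sums was 0.530 for sham (7908 genes), 0.587 for day 2, 0.631 for day 7 and 0.613 for reversed UUO, where genes are not independent replicates. Wells carried no time point, so no comparison was made within this sample.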

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

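Of the tests in this part, the one of EGFP reads spreading between wells was chosen only after the result was seen, and the limits by which both EGFP tests were read were also set afterwards. The Smart-seq2 table counts 158322 reads of EGFP, a reporter sequence that no comparison used, in 731 of 768 wells, which is above what a count of 0 allows. Reads that spread evenly between the wells of a plate would add like numbers of EGFP reads at any depth, so that EGFP CPM falls with depth. Against that, percentile 90 of EGFP reads in kept wells was at least 46.2 times percentile 10 on each of the 8 plates (1 read added to both), and the median Spearman correlation of EGFP CPM with depth over plates was 0.0300. Uneven spread was not tested. Plate medians ran from 33.9 to 621 CPM, so plates also differed. Expression in the phagocytes alone cannot be told apart from expression in all wells: the median in phagocyte wells was 1.43 times that of the 23 unnamed wells, but the unnamed wells carried the phagocyte gene Csf1r at 0.595 of the phagocyte level, so they are no clean reference. A reporter in part of the sorted cells may explain the differences between wells, which remains a hypothesis.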

How the results depend on the processing

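The alternatives run on endothelial genes and the naming that leaves out possible free-RNA genes were chosen only after the data were seen, while the others were planned. Altogether 371 results were recomputed under 2726 alternative values. Except where a value states its reason, the cause was not tested. No paired analysis was possible because every group holds replicate 1 only.

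The limit on mitochondrial UMIs moved class shares most. With at most 20%, phagocytes made up 9.89% of sham, 36.6% of day 2, 57.9% of day 7 and 31.2% of reversed cells, and proximal tubule 34.4% of sham, 13.9% of day 2 and 11.0% of reversed cells. Without a limit, phagocytes made up 1.33% of sham, 20.7% of day 2 and 17.9% of reversed cells, and proximal tubule 78.3% of sham and 36.02% of reversed cells. When each cell was called alone, proximal tubule was 76.3%, 18.2%, 2.61% and 30.3% in the order of time, and phagocytes 21.4% on day 2, 46.3% on day 7 and 16.3% after reversal. At Leiden resolution 0.5, proximal tubule was 29.2% on day 2, 6.06% on day 7 and 35.5% after reversal. With each library clustered by itself, sham phagocytes were 2.72% and proximal tubule was 29.1% on day 2 and 35.9% after reversal. Without doublet removal, day 7 phagocytes were 53.3%. The phagocyte share was highest on day 7, at 46.3 to 57.9%, in all alternatives run on class shares. Of the other class shares, 62 moved beyond their interval and 118 did not.

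Among phagocyte subclasses, calling each cell alone gave Ly6c2-high shares of 36.6% on day 2 and 8.51% on day 7, and type 1 dendritic shares of 8.47% on day 7 and 13.6% after reversal. Cycling shares of phagocytes in sham, day 2, day 7 and reversed UUO were 7.35%, 27.2%, 20.6% and 17.4% with at least 1 UMI. With at least 3 UMIs they were 13.8% on day 2 and 5.36% on day 7. Without thinning they were 44.5%, 34.2% and 25% from day 2 on, and with thinning to 500 UMIs 11.6%, 4.85% and 4.27%. Day 2 kept the highest share in all of these.

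List medians under TMM factors for reversed against day 7 were 0.11 for the focus genes, 0.41 for inflammatory mediators, 0.25 for matrix and repair, -0.78 for interferon response, -0.089 for glycolysis and 0.14 for proximal tubule function. Tubule injury medians under TMM were 2.86, 0.11, -1.37 and 2.45 in the order of the comparisons, and proximal tubule function was -0.64 for day 2 and -0.39 for reversed UUO against sham. Glycolysis and proximal tubule function thus changed sign for reversed against day 7, where the interval of the value reported included 0. With a pseudocount of 10 CPM, which shrinks low genes by construction, medians for day 2 against sham were 0.50 (focus), 1.16 (inflammatory), 0.59 (matrix) and 2.37 (injury). For day 7 against day 2 they were -0.41 (inflammatory), 1.19 (interferon) and -0.66 (glycolysis). For reversed against day 7 they were 0.27 (matrix) and -1.18 (injury), and for reversed against sham 1.18 (focus), 1.21 (inflammatory) and 1.59 (injury). Keeping list genes with at least 10 UMIs gave 1.74 for matrix and repair on day 2 against sham.

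Reversal of single genes was counted only where the interval excluded 0. After free-RNA subtraction, endothelial Acy3 (3.36), Ttr (1.45) and Cml1 (1.21) reversed for day 2 against sham. In phagocytes, reversed against day 7, Apoe reversed to -0.078 under TMM and -0.0055 without a mitochondrial limit, and Arg1 to -0.44 with equal weight per cell and -0.32 when thinned. For day 7 against day 2, Il1b reversed to -0.094 both with equal weight per cell and when thinned, and Folr2 to -0.38 when thinned. In tubule cells for day 7 against day 2, Anxa2 reversed to -0.21 under TMM and -0.18 under median-of-ratios factors, Havcr1 to -0.062 with equal weight per cell and Krt20 to -0.68 when thinned. For reversed against sham, Cryab reversed to -0.038 under median-of-ratios factors and Krt20 to -0.37 when thinned. Besides these, 232 phagocyte, 332 tubule and 34 endothelial values moved beyond their interval without a reversal so counted, and 761, 526 and 283 did not. Among those that moved, some with an interval that included 0 changed sign, such as phagocyte Gpnmb for day 7 against day 2 (-1.19 when thinned, in place of 0.30) and Cd163 for day 2 against sham (2.23 when thinned, in place of -0.88).

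The Smart-seq2 phagocyte share was 81.6% at Leiden resolution 0.5, 92.2% at resolution 2 and 87.0% with at least 5000 reads and 500 genes, and the share of wells kept was 84.2% with that filter and 47.1% with at least 100000 reads and 2000 genes. Of the classes compared, depth was lowest in sham T cells, with 24 cells and 53618 UMIs, where the floor for a count of 0 was 55.95 CPM. Sham phagocytes followed with 68 cells and 257239 UMIs, where that floor was 11.7 CPM.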

Other observations

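Of the tests in this part, those of AY036118, of the phagocyte cluster led by proximal tubule genes and of Spp1 were chosen only after the result was seen, the comparison of reversed UUO with day 2 was added after the data had been seen, and the percentile and depth limits of the doublet test were set after their values were seen.

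RNA released by tubule cells was weighed as a source of the differences in phagocyte focus genes. After an estimated free-RNA profile was subtracted, the median size of the 64 log2 ratios whose interval excluded 0 was 1.12, against 1.42 before, so free RNA is unlikely to explain the focus genes as a set. For Spp1, day 2 phagocytes outside an unnamed cluster led by Arg1 stood at 0.952 of the CPM of day 2 endothelium (0.756 to 1.16). Those phagocytes held 7810 Spp1 UMIs in 333 cells, against 1479 in 147 endothelial cells and 1106 in 113 T cells. Day 2 phagocytes were deeper than endothelial cells (medians of 10051.5 and 3638 UMIs). Free RNA that adds like numbers of UMIs to each droplet would leave deeper cells with a lower CPM. The like CPM therefore does not decide whether tubule RNA explains Spp1 in those phagocytes. In the Arg1-led cluster, which Spp1 also leads, the ratio to endothelium was 2.08 (1.54 to 2.77). Since the cluster was chosen with that gene, expression by its cells and tubule RNA cannot be told apart there. A phagocyte cluster led by proximal tubule genes held 31 sham, 3 day 2, 29 day 7 and 189 reversed cells. The free-RNA share of phagocytes was 19.1%, 18.8%, 28.0% and 20.05% in the same order. Proximal tubule markers in these same cells feed that share, so it decides nothing for the cluster. Free RNA and uptake of tubule material cannot be told apart there, and uptake was not tested.

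The sex of the pooled mice was tested as a technical difference between libraries. Xist reached at most 0.250 CPM, with Ddx3y at 32.2 CPM or more, so the libraries did not differ in sex by these genes, and the differences between time points are unlikely to come from sex.

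AY036118 (ENSMUSG00000105361, chromosome 17, 39847113 to 39848035, a long non-coding RNA) was higher after reversal than on day 7 in 4 of 4 classes without shared cells, among them T cells (273 against 104 CPM) and endothelium (318 against 132 CPM). Its place among the largest phagocyte increases may therefore reflect a difference of the whole library. With 1 library per time point, a biological change shared by all classes stays open and untested. Igkc showed a similar spread over classes, with 153 CPM in phagocytes and 133 CPM in proximal tubule on day 7 against 14.7 and 25.2 CPM on day 2. With free RNA subtracted, Igkc was at 4.64 in place of 3.30 in phagocytes for day 7 against day 2, and at 2.96 in place of 4.32 in proximal tubule for reversed UUO against sham. No other explanation of Igkc was examined.

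The median of the dissociation list, which holds immediate-early and heat-shock genes, was higher in reversed than in day 2 phagocytes (0.54), endothelium (0.83) and proximal tubule (0.49), but not in T cells (-0.10, interval -0.24 to 0.19). On day 7 against day 2 the median was lower in phagocytes (-0.24) and T cells (-0.23, -0.48 to -0.075) and higher in endothelium (0.28, 0.17 to 0.50) and proximal tubule (0.99, 0.72 to 1.27). A response to dissociation in the whole library cannot be told apart from a change in the tissue, since the classes went both ways and each time point is 1 library.

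An unnamed cluster led by genes such as Tagln, Ncam1 and Wt1 held 86 reversed cells, against 5 sham, 14 day 2 and 14 day 7 cells. In the reversed library its median doublet score lay at percentile 48.5, which goes against doublets. Its cells held a median of 9001.5 UMIs against 4870.5 in the library, as doublets also might. Depth alone does not decide this, since some named clusters were deeper. Over all libraries the median was 8626 UMIs in this cluster and 9750 in the intercalated cell cluster. In the other libraries the score percentiles were 81.7, 95.4 and 86.3. Doublets therefore stay open in all 4 libraries. A cluster mostly of 1 library may be a feature of that library, and a cell state that follows reversal stays open as an untested hypothesis.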
